A study of Drosophila melanogaster with 9 samples. Its data were reported in "Cohesin and Polycomb Proteins Functionally Interact to Control Transcription at Silenced and Active Genes" (2013).

How the data were processed

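Gene expression was measured in *Drosophila melanogaster* with Affymetrix Drosophila Genome 2.0 arrays, which read messenger RNA through sets of short probes near the 3′ end of each transcript. The 9 arrays fall into 3 groups of 3 by their labels. There were 3 arrays of Mock RNAi BG3 cells, 3 of BG3 cells treated with double-stranded RNA against Polyhomeotic (Ph RNAi), and 3 of wing imaginal discs of late last-instar *yw* larvae. BG3 is an established male cell line from the larval central nervous system. The dsRNA, 10 µg per well of a culture plate, was directed at sequence that the *ph-p* and *ph-d* genes have in common, and the treatment lasted 5 days according to the study's methods. The labels give a dsRNA for the Ph RNAi arrays only, and no group received a dsRNA without a target. Effects of dsRNA itself therefore cannot be told apart from those of Ph depletion. Each wing disc replicate was made from 12 to 15 discs of both sexes. Biotin-labelled RNA was made from 200 ng of total RNA. The titles call the replicates biological, but nothing more is given on separate cultures or animals, so the p-values measure the spread between these samples, part of which may be technical.

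The values are log2 expression values per probe set that the authors made with GCRMA, as named in the submitters' processing notes, with no version or settings. GCRMA corrects for background with the probe sequences, equalizes the distributions of the arrays processed together and summarizes the probes of a set. Its background correction squeezes weak signals into a narrow band near the bottom of the scale, so that a gene at that level cannot fall further and a fold change from it depends on the correction. No detection calls were used here. The deposited log2 columns of the 6 BG3 arrays had medians from 2.21 to 2.23 over the probe sets, against 0.827 to 0.842 for the wing disc arrays, and their upper quartiles were also apart (7.16 to 7.3 against 5.98 to 6.01). The wing disc arrays were therefore taken as normalized separately from the BG3 arrays. The comparison of wing disc with Mock RNAi was planned only for arrays normalized together. It was not run, and wing disc results are levels within that tissue.

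The table held 18952 rows. The 183 control rows of the array and 1 row with blank values were left out, which left 18768 probe sets. A probe naming table made from the platform annotation gave 1 gene symbol to 13647 of them, several to 402 and none to 4719. Of the 13647, 13544 matched a gene number of the RefSeq annotation of the Release 6 plus ISO1 MT assembly, which changed 0 symbols. Genes were taken only from probe sets with 1 symbol. Where a gene had several (1094 genes), the probe set with the highest mean over the 9 arrays stood for it, which gave 11982 genes. Probe sets that the naming table does not name are unnamed here, and some genes central to the study, among them *ph-p*, *ph-d*, *Su(z)2*, *vtd*, *lab* and the bithorax complex genes, are among the genes with no named row.

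Ph RNAi and Mock RNAi were compared with lmFit and eBayes (with a mean-variance trend) of limma 3.58.1 in R 4.3.3, on the deposited values of the 6 BG3 arrays, two-sided, with no filter and with Benjamini-Hochberg adjustment over 11982 genes. A gene was called at an adjusted p under 0.05. SE values are limma's moderated standard errors. The procedure was tested on simulated data with the means and spreads of these genes and 200 genes changed. All changed genes had a mean log2 value above 6, so recovery among weaker genes was not tested. Noise was drawn for each gene apart, without deviations that genes of an array share. The procedure called 29 of 100 genes changed by 1 on the log2 scale and 80 of 100 changed by 2, all in the right direction. Of its calls, 8.4% were genes that had not been changed. A difference of single values between 3 and 3 arrays was tested with an exact permutation test, two-sided, whose smallest possible p is 0.1.

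Before the data were examined, 37 gene lists were fixed (pathways, complexes, markers of cell types that the cell line or the discs could hold). Of 583 members, 475 had a named row. Of the lists, 34 had a measured member and 33 had at least 3. These 33 were tested with limma's camera at a preset correlation of 0.01, which asks whether the genes of a list change more in one direction than all other genes, with Benjamini-Hochberg adjustment over the 33. camera with an estimated correlation and fry, which asks whether the genes of a list move on balance one way, stand beside it. The genes named in the text follow a rule fixed at the same time. They are the 10 largest rises and 10 largest falls among called genes whose 3 arrays of one group all lie above the 3 of the other, counting only symbols that are more than an annotation number, the 2 annotation numbers with the largest rise and fall, all measured members of the short lists on the RNAi targets, PRC1, cohesin, the HOX complexes, *inv-en* with its neighbours and the study's active examples, and up to 4 called members of every other list (or, with no call, the 2 with the smallest p). Genes named beyond the rule are said to be.

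Levels were also classed by mode. The values fall into a low and a high mode in each array set, and the boundary was put at the lowest point of the density between the peaks, with a bandwidth of 0.4. It lay at 3.95 for the BG3 arrays and 2.85 for the wing disc arrays, and the finder was tested on a simulated mixture. Neighbouring genes were taken from the order of the measured genes in the same RefSeq annotation, from which no coordinates were used. Permutations, bootstraps and shuffles were made with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15, tables with pandas 2.3.3 and plots with matplotlib 3.10.9.

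Alternatives covered the variance trend, a fit of all 9 arrays, a filter on low values, centring or quantile normalization of the arrays, other ways to pick probe sets, a 2-fold minimum, the replicate number as a block, another level split and leaving out each array in turn. The fit of all 9 arrays uses wing disc arrays only for the estimate of spread. Elsewhere their levels serve to rank or class genes, and they were not compared with BG3 values. Other settings of the wing disc comparison, the overlap of its calls with those of Ph RNAi, and the values of *ph-p* and *ph-d* were not run.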

Results

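The data are the messenger RNA levels of 11982 genes on 9 arrays. 3 arrays each were made from BG3 cells after a mock treatment, from BG3 cells after RNAi against Polyhomeotic, a core subunit of the Polycomb repressive complex PRC1, and from *yw* wing imaginal discs, the larval tissue that forms the adult wing and thorax. The study asked what PRC1 does at silenced and at active genes. The arrays show which transcripts differed after Ph RNAi and the levels of transcripts in the cells and in discs. Across probe sets, arrays of one group correlated at r = 0.9917 to 0.9971 in Mock RNAi, 0.9904 to 0.9938 in Ph RNAi and 0.9965 to 0.9982 in wing disc. Mock RNAi and Ph RNAi arrays correlated with each other at 0.9744 to 0.9869. RNA quality was read from the array's own actin control as the 3′ minus the 5′ signal on the log2 scale. It was 2.01 ± 0.26 in Mock RNAi and 1.82 ± 0.38 in Ph RNAi (SD, n = 3 each), and 3.2 ± 0.12 (SD, n = 3) in wing disc. Ph RNAi minus Mock RNAi was -0.18 for this control, 0.05 for GAPDH and 0.27 for eIF-4a (exact permutation p = 0.7, 0.7 and 0.2), and with 3 arrays a group this test cannot give a p under 0.1.

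Ph RNAi raised the messenger RNA of several regulators of neural and glial fate from near the bottom of the scale to high levels. *repo*, the homeodomain transcription factor that marks nearly all lateral glia, was 138-fold higher, at 3.12 ± 0.55 in Mock RNAi and 10.23 ± 0.03 in Ph RNAi (log2 values, SD, n = 3 each, adjusted p = 6.29e-07). *pros*, a homeodomain protein of dividing neural precursors, rose 92.4-fold (log2 change 6.53 ± 0.39, SE), and *SoxN*, a Sox factor of the early nervous system, rose 80.3-fold (6.33 ± 0.38). The other genes among the 10 largest rises were *Npc2b*, a sterol-binding protein of the Niemann-Pick C2 family (253-fold), the homeobox gene *btn* (242-fold), the transporter gene *Picot* (164-fold), the odorant-binding protein gene *Obp44a* (115-fold), the cytochrome P450 gene *Cyp4g15* (108-fold), *Lapsyn*, which encodes a leucine-rich repeat protein (101-fold), and *ltl* (91.6-fold). Of these 10 genes, 9 lay in the lower mode of the BG3 values in Mock RNAi, so that their folds depend on the background correction, while *Obp44a* started from 6.82 ± 0.37 and reached 13.67 ± 0.61 (SD, n = 3 each). The annotated genes *CG34136* (289-fold) and *CG8369* (256-fold) rose as much.

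In all, 384 genes were higher and 188 lower in Ph RNAi, of 11982 tested. At least 2-fold were 338 and 139 of them, at least 4-fold 175 and 38, and at least 16-fold 60 and 5. For each of the 572 called genes all 3 Ph RNAi arrays lay on one side of all 3 Mock RNAi arrays, which was so for 2813 of all genes, where chance gives 10%. Rising genes were 67.1% of the calls. Quantile normalization gave a like split, 348 and 195. Centring each array on its median lowers every change by 0.183 on the log2 scale and gave 339 higher and 507 lower (40.1% higher). The BG3 arrays already had like medians over all probe sets (2.21 to 2.23). Their medians over the genes tested ran from 2.8 to 3.07, between the lower peak (1.88) and the boundary of the modes (3.95). The median change over all genes was -0.03, so the reversed split rests on this choice of centre. The number of lower genes also depended on single arrays. It was 99 without Mock RNAi replicate 2, 88 without Mock RNAi replicate 3 and 118 without Ph RNAi replicate 3.

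**Figure D1:**
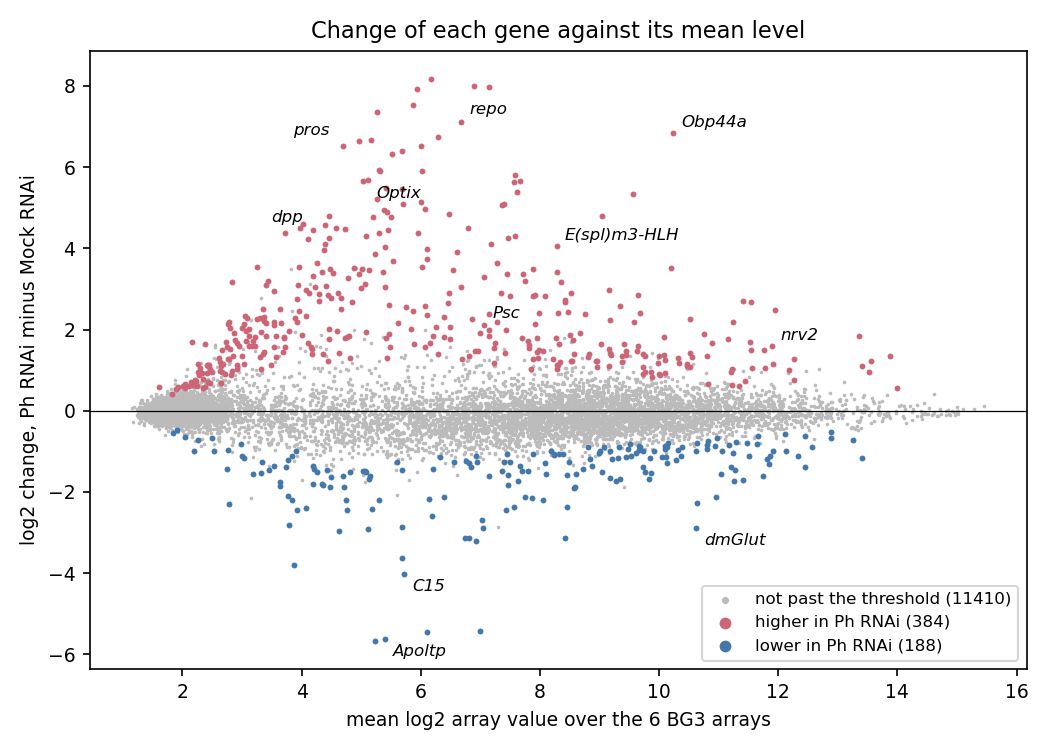
Log2 change in Ph RNAi against Mock RNAi for each of 11982 genes (vertical axis) by its mean log2 value over the 6 BG3 arrays (horizontal axis). Each point is a gene, and colour marks the 384 higher and 188 lower genes. The rises reach further than the falls, with 60 against 5 genes at 16-fold or more.

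Fewer genes fell than rose by a large factor. *Apoltp*, an apolipoprotein that transfers lipids between lipoproteins, fell 49.4-fold, from 8.21 ± 0.68 to 2.58 ± 0.2 (SD, n = 3 each, adjusted p = 4.36e-06). The homeobox gene *C15*, itself on the list of Polycomb targets, fell 16.3-fold (log2 change -4.02 ± 0.28, SE), with a second probe set lower as well. *Fmo-2*, a flavin monooxygenase gene, fell 12.4-fold, *arg*, the arginase gene, 7.84-fold, *GILT2*, of the lysosomal thiol reductase family, 7.54-fold, *GABA-B-R3*, a subunit of the metabotropic GABA receptor, 7.45-fold, and *dmGlut*, a transporter gene, 7.43-fold. *fat-spondin* fell 9.31-fold. *firl* fell 8.84-fold and *Reg-2* 7.28-fold, and both calls were lost with 1 array left out. The adjusted p of *firl* was 0.064 without Mock RNAi replicate 3, 0.0553 without Ph RNAi replicate 2 and 0.0727 without Ph RNAi replicate 3, and it was 0.0645 without the variance trend. That of *Reg-2* was 0.0604 without Ph RNAi replicate 3. The log2 changes in these settings were -2.66 to -3.14 for *firl* and -2.47 for *Reg-2*. Of the annotation numbers, *CG31337* fell 50.8-fold and *CG42807* 43.8-fold.

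The RNAi targets *ph-p* and *ph-d* have no named probe set here, so that their depletion was not checked at the RNA level and the group of each array rests on its label. Of the core PRC1 genes and paralogs, 4 were measured. *Psc*, the Posterior sex combs subunit, rose 4.35-fold, from 6 ± 0.5 to 8.12 ± 0.41 (SD, n = 3 each, adjusted p = 0.00296). *Pc* (log2 change -0.45 ± 0.29, SE), *Sce* (-0.14 ± 0.26) and *Scm* (-0.02 ± 0.33) did not pass the test. The sign of *Sce* turned without 1 array, Mock RNAi replicate 1 (0.004), and that of *Scm* under quantile normalization (0.054). The list as a whole was not called (adjusted p = 0.717), with a median of -0.08 and a mean of 0.38 that differ in sign through *Psc*. The median was -0.2 without Ph RNAi replicate 3, 0.01 without Mock RNAi replicate 2 and -0.26 with median centring. None of 8 measured PRC2 genes passed in limma, and 1 had an unadjusted p under 0.05 (list adjusted p = 0.0818, but 0.0487 without Mock RNAi replicate 3 and 0.00845 without Ph RNAi replicate 3). Its smallest p values belonged to *esc* (-0.81 ± 0.34, SE) and *Su(z)12* (-0.47 ± 0.24). Of 7 genes for factors that bind Polycomb response elements, 1 fell. *Trl*, which encodes the GAGA factor, was 2.08-fold lower (adjusted p = 0.0277), a call lost without Mock RNAi replicate 2 (0.136), Mock RNAi replicate 3 (0.129) or Ph RNAi replicate 2 (0.0746). The list was not called by camera (adjusted p = 0.0739, and 0.0263 without Ph RNAi replicate 3) but passed fry (adjusted p = 0.032). None of 8 trithorax group genes passed, with 1 at an unadjusted p under 0.05 (list adjusted p = 0.592), the smallest p values being those of *Snr1* (-0.62 ± 0.2, SE) and *ash2* (-0.39 ± 0.22).

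None of the 10 measured genes for cohesin, its loader and its removers passed the limma test, adjusted over all genes or over the list alone, and 1 of them had an unadjusted p under 0.05. The log2 changes ranged from -0.82 for *Mau2* to 0 for *Nipped-B*, 9 of the 10 being negative. *SA1* stood at -0.73 ± 0.33, *SMC1* at -0.55 ± 0.3, *SMC3* at -0.47 ± 0.31, *dmt* at -0.39 ± 0.29, *eco* at -0.3 ± 0.34, *san* at -0.23 ± 0.18, *pds5* at -0.23 ± 0.26 and *wapl* at -0.21 ± 0.34 (SE). The probe set of *Nipped-B* lay in the lower mode in both groups (1.9), and so gives little information on this gene. As a list the genes were lower at the margin of the test (median -0.34, camera adjusted p = 0.0496). This was lost with an estimated correlation (adjusted p = 0.619), with fry (0.322) and without Mock RNAi replicate 2 (0.102), Mock RNAi replicate 3 (0.0673) or Ph RNAi replicate 2 (0.505). The median was -0.16 without Ph RNAi replicate 2 and -0.58 without Ph RNAi replicate 3, and -0.53 with median centring. Against the Mock RNAi mean it was -0.31, -0.91 and 0 in Ph RNAi replicates 1, 2 and 3. The signs of *eco* (0.064) and *wapl* (0.154) turned without Ph RNAi replicate 2, and that of *Nipped-B* with median centring.

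A minority of the genes known as targets of Polycomb silencing rose, and most had no room to fall. Of 72 measured developmental regulators, 19 were higher and 3 lower (23 and 3 adjusted over the list alone), and the list test gave an adjusted p of 5.11e-07 (adjusted p = 0.272 with an estimated correlation, 0.0112 with fry). The mean change was 0.7 and the median 0.14, the latter turning to -0.04 with median centring, since most members stayed near the bottom of the scale. *Optix*, a homeobox gene of eye development, rose 51.7-fold (2.27 ± 0.08 to 7.97 ± 0.41, SD, n = 3 each). The LIM-homeobox gene *tup* rose 24.4-fold, *dpp*, which encodes a BMP-type signalling ligand, 21.8-fold, and the homeobox gene *Dr* 17.3-fold. All 19 rising members lay in the lower mode in Mock RNAi. The number of members in the upper mode was 6 in Mock RNAi and 17 in Ph RNAi. The count of falls can therefore not be read against all 72 members. The 3 members that fell were *C15*, *Lim1* and *pnr*, the last 2 chosen after their values were seen.

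Of 4 measured HOX genes of the Antennapedia complex, 2 rose and 3 did so adjusted over the list alone. *Antp* was 4.08-fold higher (1.98 ± 0.07 to 4.01 ± 0.65, SD, n = 3 each, adjusted p = 0.00179), and *Scr* was 4.01-fold higher (adjusted p = 0.0157), a call lost without Mock RNAi replicate 2 (0.0599) or Mock RNAi replicate 3 (0.0615), or without the variance trend (0.0627). *Dfd* (0.83 ± 0.23, SE) did not pass over all genes, nor did *pb* (0.12 ± 0.12, which turned to -0.064 with median centring). Even after Ph RNAi, *Antp* and *Scr* stood close to the boundary between the modes, and of 3 probe sets for *Antp* the others had log2 changes of 0.73 (adjusted p = 0.0174 over all probe sets) and 0.24. The list adjusted p was 0.00164 (adjusted p = 0.251 with an estimated correlation, 0.00978 with fry). The 4 other homeobox genes of the complex gave 0 calls by limma and 0 at an unadjusted p under 0.05 (list adjusted p = 0.859), *bcd* (0.9 ± 0.47, SE) and *ftz* (-0.2 ± 0.09) having the smallest p. The bithorax complex genes and the neighbours of *inv-en* were not analysed here. In the *invected-engrailed* complex, *inv* was 1.98-fold higher without passing the test (3.81 ± 0.28 to 4.8 ± 0.3, SD, n = 3 each, adjusted p = 0.0797), though it passed adjusted over the list alone, and *en* did not pass it either (3.53 ± 0.65 and 3.3 ± 0.28, SD, n = 3 each, adjusted p = 0.79). The sign of *en* turned without Mock RNAi replicate 3 (0.093), and its mean lay in the lower mode in both BG3 groups. The paper, citing earlier work, describes large rises of *inv* and *en* mRNA in BG3 cells after depletion of cohesin or PRC1. Rises of that kind were not seen here with these probe sets, and the cause of the difference was not tested. The study's examples of active genes, chosen by the study, gave 0 calls among 3 measured by limma and 0 at an unadjusted p under 0.05, with *Lk6* at 0.49 ± 0.24, *RpL32* at -0.1 ± 0.08 and *Rbf* at -0.54 ± 0.26 (SE, list adjusted p = 0.717).

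**Figure D2:**
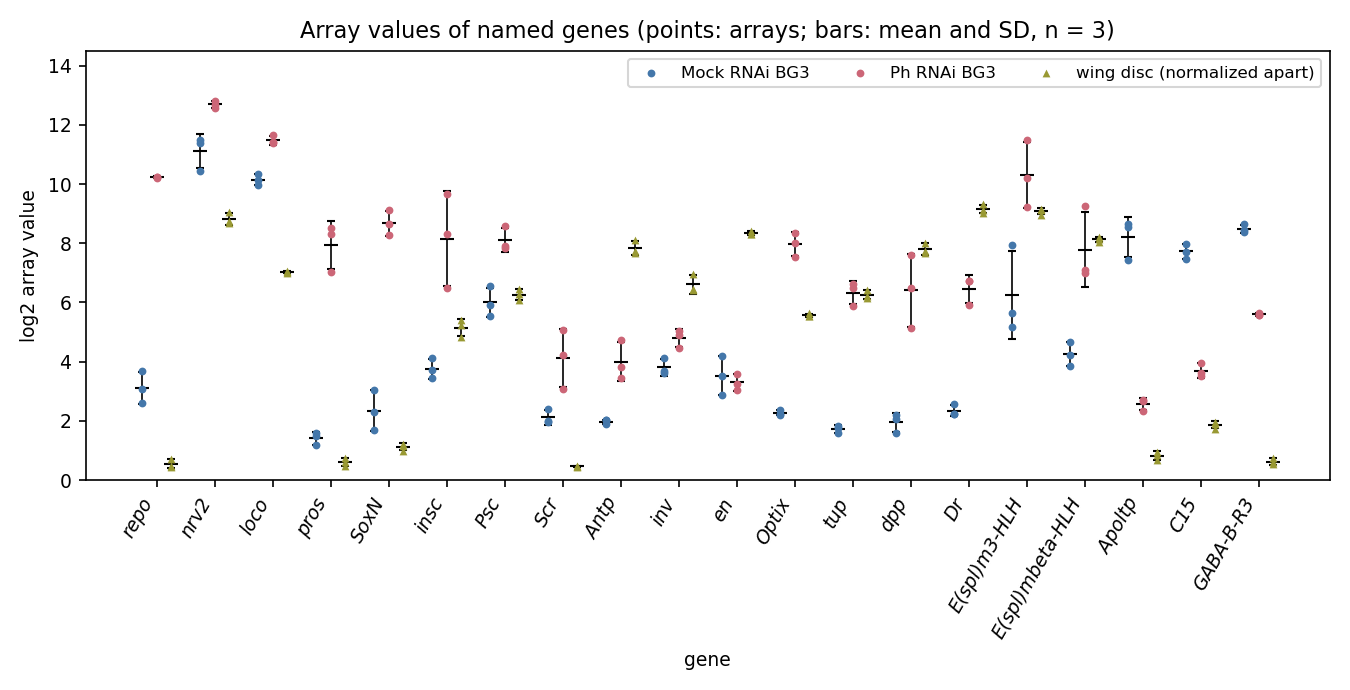
Log2 array values (vertical axis) of 20 named genes (horizontal axis) in Mock RNAi BG3, Ph RNAi BG3 and wing disc, with a point per array and bars for the mean and SD of 3 arrays. Wing disc arrays were normalized apart, so their heights are not comparable with the BG3 points. *repo* lies at 10.23 in Ph RNAi against 3.12 in Mock RNAi, while the *en* points of both BG3 groups overlap.

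Several markers of glia rose, whereas no marker of mature neurons was called. The changes of the glia markers ran from -0.89 to 7.11. Of 10 glia markers measured, 4 were higher and 0 lower (7 and 1 adjusted over the list alone), with a median change of 0.92 (camera adjusted p = 7.29e-05, 0.251 with an estimated correlation, 0.00355 with fry). Besides *repo*, *nrv2*, a subunit of the sodium pump found in glia, rose 3-fold (11.1 ± 0.58 to 12.69 ± 0.11, SD, n = 3 each), and *loco*, a regulator of G-protein signalling in glia, rose 2.52-fold. *Gli*, or Gliotactin, a protein of glial and epithelial septate junctions, was 3.43-fold higher at an adjusted p of 0.0491, which was lost without any 1 array except Mock RNAi replicate 2 (0.059 to 0.153), without the variance trend (0.114), after quantile normalization (0.0589), and with the mean of probe sets (0.0588) or every probe set (0.0594) as the unit. Of 16 neuroblast and proneural genes, 3 rose (*pros*, *SoxN* and *insc*, an adaptor of asymmetric division that was 21-fold higher) and 0 fell, with 3 and 0 adjusted over the list alone and a list adjusted p of 0.000921 (adjusted p = 0.272 with an estimated correlation, 0.00978 with fry). The median of 0.14 turned to -0.04 with median centring. Of 21 markers of mature neurons, 0 were called by limma over all genes or the list alone and 2 had an unadjusted p under 0.05 (list adjusted p = 0.722, median -0.05, which was 0.02 without Mock RNAi replicate 2 and -0.23 with median centring), and *nrv3* (-1.71 ± 0.44, SE) and *Snap25* (-0.71 ± 0.23) had the smallest p.

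Single markers of other cell types were also called. *He*, or Hemese, a surface protein of blood cells, was 9.12-fold higher at 1.84 ± 0.08 and 5.03 ± 1.85 (SD, n = 3 each, adjusted p = 0.0224), the 1 call among 11 hemocyte markers, and it was lost without Mock RNAi replicate 1 (0.0704), Mock RNAi replicate 2 (0.0629) or Mock RNAi replicate 3 (0.0692), without the variance trend (0.0873) and with the robust prior (0.111). *twi*, a factor of muscle precursors, rose 3.28-fold, the 1 call among 4 such markers, and *vvl*, a POU factor used in trachea and brain, rose 2.4-fold, the 1 call among 6 tracheal markers, while its second probe set had a log2 change of -0.05. The hemocyte (camera adjusted p = 0.239), muscle precursor (0.138) and tracheal (0.304) lists were not called by camera, and the muscle precursor list passed fry (adjusted p = 0.0245). In these lists 4, 2 and 1 genes had an unadjusted p under 0.05 in limma. Of the hemocyte markers, 8 had positive and 3 negative changes, and the largest, 3.49, was above that of *He* without a call. In the upper mode were 4 of them in Mock RNAi and 7 in Ph RNAi. The 4 fat body markers gave 0 calls by limma and 0 at an unadjusted p under 0.05 (list adjusted p = 0.859), with *Lsp2* at -0.19 ± 0.13 and *apolpp* at 0.47 ± 0.33 (SE), the latter turning to -0.014 without Ph RNAi replicate 2.

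Several genes that pattern the wing disc rose in the cell line. Of 26 measured, 9 were higher and 1 lower (12 and 1 adjusted over the list alone), with a median of 0.52 (adjusted p = 1.93e-08, 0.251 with an estimated correlation, 0.00841 with fry). The median was 0.3 without Ph RNAi replicate 3 and 0.34 with median centring. Besides *dpp* and *Dr*, *tsh*, a zinc finger gene of proximal identity, rose 11.3-fold and *Dad*, an inhibitor that is itself induced by *dpp* signalling, rose 11-fold (4.81 ± 0.93 to 8.27 ± 0.7, SD, n = 3 each). This list shares 16 genes with the Polycomb target list, 7 of them risen, so that both counts are not independent. Of 15 genes of the Notch pathway and the Enhancer of split complex, 4 rose and 0 fell (9 and 0 adjusted over the list alone), with a median of 1.35 that was 0.68 without Ph RNAi replicate 2 (adjusted p = 0.000452, 0.272 with an estimated correlation, 0.032 with fry). They were the Notch-induced genes *E(spl)m3-HLH* (16.6-fold, a call lost with a robust prior chosen after the data were seen, at 0.0529), *E(spl)mbeta-HLH* (11.5-fold) and *E(spl)malpha-BFM* (10.3-fold), and *fng*, which modifies the Notch receptor (3.33-fold). The call of *fng* was lost without Mock RNAi replicate 2 (0.0894), Mock RNAi replicate 3 (0.0964), Ph RNAi replicate 1 (0.0608) or Ph RNAi replicate 3 (0.102), or without the variance trend (0.0686). The JAK/STAT list (6 genes, adjusted p = 0.00629, 0.365 with an estimated correlation, 0.0245 with fry) held 1 call, *chinmo*, a BTB zinc finger gene of temporal identity that rose 27.9-fold (2 adjusted over the list alone), and its median of 0.6 was 0.15 without Ph RNAi replicate 3. The other probe sets of *chinmo* had log2 changes of 5.92 and 0.04. Of 11 epithelial junction genes, 2 rose (list adjusted p = 0.00693, 0.365 with an estimated correlation, 0.143 with fry, median 0.41, or 0.23 without Ph RNAi replicate 3 and with median centring). *crb*, an apical polarity gene, was 4.54-fold higher, a call lost without Mock RNAi replicate 1 (0.0904), 2 (0.0928) or 3 (0.129), without the variance trend (0.102) and after quantile normalization (0.0593), and *cora*, a septate junction gene, was 2.45-fold higher, a call lost without Mock RNAi replicate 3 (0.106) or Ph RNAi replicate 3 (0.0641).

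**Figure D3:**
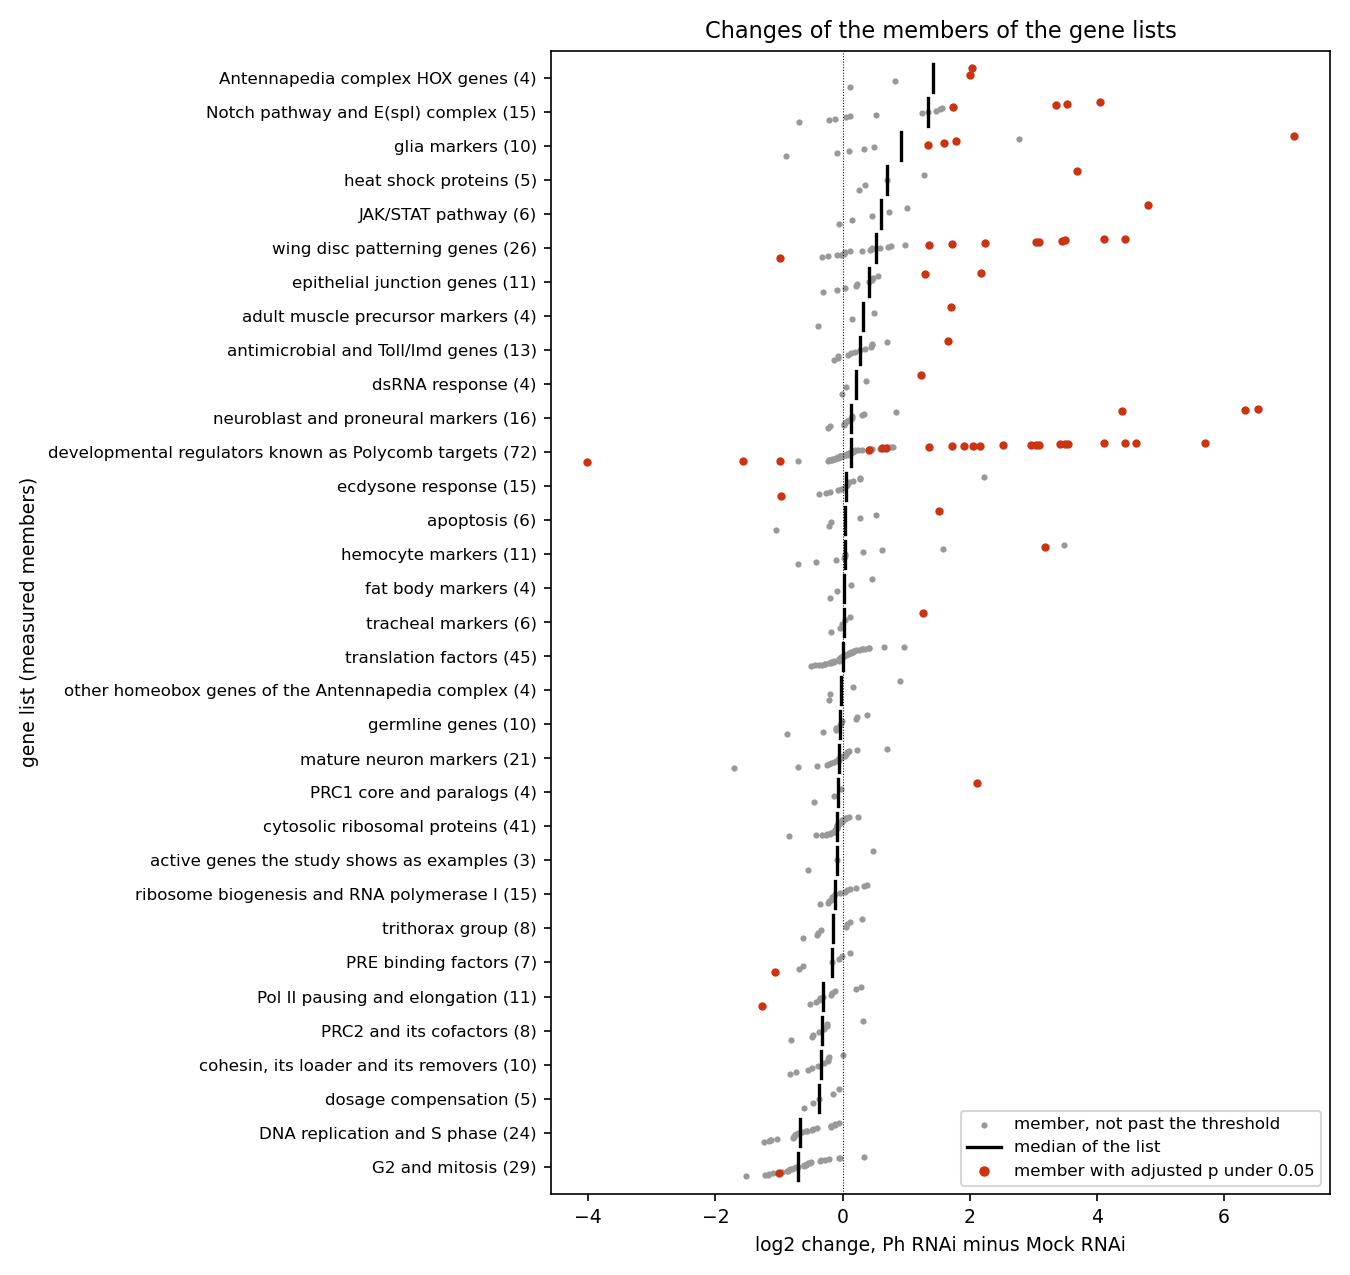
Log2 change in Ph RNAi against Mock RNAi (horizontal axis) of the members of 33 gene lists (vertical axis, measured members in brackets), with a grey point per member, a red point where the adjusted p is under 0.05 and a bar at the list's median. The lists on DNA replication and on G2 and mitosis have the lowest medians, -0.67 and -0.7, with 1 called member between them.

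Most genes of the cell cycle lists had small negative changes. Of 29 genes of G2 and mitosis, 28 had negative changes (median -0.7), 1 fell over all genes and 7 adjusted over the list alone, and the list adjusted p was 2.46e-06. Of 24 genes of DNA replication, all 24 had negative changes (median -0.67), with 0 calls by limma over all genes or the list alone and 7 at an unadjusted p under 0.05, and the list adjusted p was 0.00011. Both were lost with an estimated correlation (adjusted p = 0.441 and 0.483) and with fry (0.173 and 0.217). Ph RNAi replicate 2 stood apart here. Its median against the Mock RNAi mean was -1.33 for the mitotic list, against -0.34 and -0.41 for the other Ph RNAi arrays, and without it the medians of both lists were -0.33 and -0.26. Mock RNAi arrays 1, 2 and 3, each against the other Mock RNAi arrays, stood at 0.35, -0.25 and -0.03 for the mitotic list. For the replication list they stood at 0.41, -0.36 and 0.002, a range that holds Ph RNAi replicate 3 (-0.23) but not replicates 1 (-0.45) and 2 (-1.18). *Cks30A*, the 1 call, was 2-fold lower (adjusted p = 0.0322) and was lost without any 1 array except Ph RNAi replicate 1 (0.0679 to 0.134) and without the variance trend (0.0769). *Mcm5* (-1.13 ± 0.3, SE) and *RfC38* (-0.74 ± 0.23) had the smallest p of the replication list. Of 41 genes for cytosolic ribosomal proteins, a list that includes tissue-specific paralogs, 34 had negative changes with 0 calls by limma and 3 at an unadjusted p under 0.05 (median -0.09, or -0.27 with median centring, camera adjusted p = 0.138, fry 0.00203), the smallest p being those of the paralogs *RpL7-like* (-0.43 ± 0.15, SE) and *RpS19b* (-0.84 ± 0.32). The lists of 45 translation factors (adjusted p = 0.592) and 15 genes of ribosome biogenesis (0.774) also held 0 calls by limma, with 5 and 0 genes at an unadjusted p under 0.05, *eIF4B* at 0.97 ± 0.28, *eIF4G1* at 0.65 ± 0.2, *mod* at 0.38 ± 0.23 and *Non1* at -0.36 ± 0.22 (SE). Of 11 genes of Pol II pausing and elongation, 1 fell. *NELF-B*, a subunit of the factor that holds paused Pol II, was 2.41-fold lower (adjusted p = 0.0277), a call lost without any 1 array except Ph RNAi replicate 1 (0.068 to 0.12). The list adjusted p was 0.0441 (0.306 with an estimated correlation, 0.0168 with fry), and it was lost without Mock RNAi replicate 1 (0.0751), Mock RNAi replicate 3 (0.0673) or Ph RNAi replicate 2 (0.0884).

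Lists on stress and immunity held few calls. Of 5 heat shock genes measured, all 5 with positive changes, 1 rose, *stv*, a BAG-family cochaperone (12.8-fold, 3.7 ± 0.04 to 7.38 ± 0.92, SD, n = 3 each), with a list adjusted p of 0.00906 (0.409 with an estimated correlation, 0.155 with fry) that was 0.0628 without Mock RNAi replicate 2. The list's median of 0.7 was 1.08 without Mock RNAi replicate 1. Of 13 antimicrobial and Toll/Imd genes, 1 rose, the attacin gene *AttD* (3.15-fold, lost without Mock RNAi replicate 2 at 0.0829, Ph RNAi replicate 1 at 0.0596 or Ph RNAi replicate 2 at 0.0523). That list's adjusted p was 0.0463 (0.365 with an estimated correlation, 0.11 with fry), lost without Mock RNAi replicate 2 (0.0878), Mock RNAi replicate 3 (0.0894), Ph RNAi replicate 1 (0.149) or Ph RNAi replicate 3 (0.0514). *vir-1*, a gene induced by viral infection, rose 2.35-fold, the 1 call among 4 genes of the dsRNA response (list adjusted p = 0.0818 with camera, 0.0164 with fry). Since only the Ph RNAi labels give a dsRNA, a response to dsRNA itself cannot be told apart from one to Ph depletion in these lists. *Corp* was 2.86-fold higher, the 1 call among 6 apoptosis genes (list adjusted p = 0.626), and was lost without any 1 array except Mock RNAi replicate 3 or Ph RNAi replicate 1 (0.0934 to 0.134), without the variance trend (0.0724) and after quantile normalization (0.0688). *br*, an ecdysone-induced zinc finger gene, was 1.95-fold lower, the 1 call among 15 genes of the ecdysone response (list adjusted p = 0.676). Its 4 other probe sets did not pass, the mean of all of them gave -0.3 (adjusted p = 0.595), and the call was lost without any 1 array except Mock RNAi replicate 1 or Ph RNAi replicate 3 (0.068 to 0.133). The dosage compensation genes (5, adjusted p = 0.21, but 0.0351 without Ph RNAi replicate 3) and germline genes (10, 0.859) held 0 calls by limma, with 0 and 1 genes at an unadjusted p under 0.05, *msl-3* at -0.6 ± 0.27, *msl-2* at -0.38 ± 0.26, *aub* at -0.87 ± 0.34 and *AGO3* at 0.39 ± 0.19 (SE).

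Called genes were split by their mean level over the 6 BG3 arrays. This level includes the Ph RNAi arrays, so genes that rose from a low level, such as *repo*, can count as high, and the split is not one of genes silent or active in Mock RNAi. Of those under 6, 203 rose and 60 fell (77.2% rising). Of those at 6 or above, 181 rose and 128 fell (58.6% rising), a difference of 18.6 percentage points (Fisher's exact test, two-sided, p = 2.14e-06, over genes, which are not independent replicates). Low values can rise further than they can fall, which pushes the first share up by itself. Split on the Mock RNAi mean instead, an alternative chosen after the data were seen in which the Mock RNAi arrays enter both the level and the change, 248 rose and 49 fell under 6 (83.5% rising) and 136 rose and 139 fell at 6 or above (49.5%), a difference of 34 points (Fisher's exact test, two-sided, p = 3.22e-18). The difference was 2.1 points when the level came from the wing disc arrays (Fisher's exact test, p = 0.656), 6.4 after median centring and 8 after quantile normalization, 4 without Mock RNAi replicate 1, 5.1 without Mock RNAi replicate 3 and 9 without Mock RNAi replicate 2. It did not pass Fisher's exact test without Mock RNAi replicate 1 (p = 0.424) or Mock RNAi replicate 3 (p = 0.325), nor after median centring (p = 0.0587) or quantile normalization (p = 0.0597). By mode, 135 of the 384 rising genes moved from the lower mode in Mock RNAi to the upper mode in Ph RNAi, and 37 of the 188 falling genes moved the other way.

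The upper mode held a like share of genes in wing discs and BG3 cells. This share depends on the normalization and on each boundary, so it does not count the genes in use. The upper mode held 5552 genes in Mock RNAi (46.3%), 5606 in Ph RNAi (46.8%) and 5772 in wing disc (48.2%), each by the boundary of its own array set. Mock RNAi and wing disc had 5121 of them in common, 431 were in the upper mode in Mock RNAi only and 651 in wing disc only. Of the 26 wing patterning genes, 24 lay in the upper mode in wing disc, 5 in Mock RNAi and 12 in Ph RNAi. *en* stood at 8.35 ± 0.06 and *inv* at 6.61 ± 0.31 in wing disc (SD, n = 3 each). Of the 72 Polycomb target genes, 41 lay in the upper mode in wing disc. *repo* (0.55 ± 0.15) and *pros* (0.62 ± 0.14, SD, n = 3 each) were in the lower mode there. The 4 fat body markers differed between the wing disc arrays, *Lsp2* standing at 8.71, 5.68 and 2.34 and *apolpp* at 6.98, 3.27 and 1.1 in replicates 1, 2 and 3. The sample of replicate 1 thus held more of these transcripts, and their source was not tested. The wing disc levels were not tested against the BG3 arrays.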

Values the study reported

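The study used mRNA levels of 13,132 genes measured by microarray, and described the wing disc measurements as covering some 13,000 genes. It gave 4 biological replicates for wing disc and 3 each for control and Ph RNAi BG3 cells, with RNAi treatment for 5 days.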

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

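The 5121 probe sets without a single gene name, which the gene comparisons do not use, also held changes. With every probe set of the table as a row in the same limma test, 60 of them were higher and 33 lower in Ph RNAi than in Mock RNAi at an adjusted p under 0.05, against 394 higher and 189 lower among the 13647 probe sets with a single gene name. These rows include genes with no named row here and probe sets that match several genes, and no explanation was tested. Groups of 3 arrays were not tested for single arrays far from the others.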

How the results depend on the processing

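The robust prior, the level split on the Mock RNAi mean and the mode boundaries were chosen after the data were examined. The count of higher genes stayed within 1.5 times of 384 under every alternative run (266 to 561), and lay between 266 and 378 with 1 array left out. The count of lower genes was 497 with all 9 arrays in one fit and 507 after median centring, and lay between 88 and 158 with 1 array left out. Fewer arrays give fewer calls by construction, and median centring shifts every change down by 0.183, while the wing disc arrays of another distribution enter the estimate of spread in the fit of all 9. The difference in the share of rising genes was 2.1 points with levels from the wing disc arrays, 6.4 after median centring and 8 after quantile normalization, none past the test, 34 with levels from the Mock RNAi mean, and 4 to 23.9 with 1 array left out (not past it without Mock RNAi replicates 1 or 3), and the cause was not tested. Of the gene lists, 14 passed camera with the preset correlation, 0 with an estimated correlation, which has few residual degrees of freedom here, 12 passed fry and 11 to 16 passed with 1 array left out. Upper mode counts moved by less than 1.5 times with the boundary 1 higher or lower.

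Among 55 called named genes, 810 of 875 alternative values kept their direction and call, 65 lost the call and 0 reversed. Most of these values could not have reversed. The arrays of called genes lie fully apart, so leaving out 1 array keeps the sign. Of the other settings, only centring, quantile normalization and the mean of probe sets can change the sign of a called gene. Of the 65, 47 came with 1 array left out. Signs turned for genes that were never called. They were *Scm* under quantile normalization (0.054), *Nipped-B* (-0.183) and *pb* (-0.064) after median centring, and, with 1 array left out, *Sce* (-0.21 to 0.004), *Scm* (-0.339 to 0.222), *Nipped-B* (-0.088 to 0.062), *wapl* (-0.435 to 0.154), *eco* (-0.487 to 0.064), *en* (-0.557 to 0.093) and *apolpp* (-0.014 to 0.716).

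Whether replicate numbers pair the samples could not be settled. Residuals of Mock RNAi and Ph RNAi arrays with the same number correlated at 0.161, 0.162 and -0.174, and not every array correlated best with its own number. With the replicate block, 503 genes were higher and 263 lower, 13 lists passed and the share differed by 14.2 points. Without the block 384 were higher and 188 lower, so the block gave more calls although it uses up residual degrees of freedom. Pairing therefore stays open. The wing disc alternatives were not run because those arrays were normalized separately. Signal near the bottom of the scale limits what can be said of falls among weakly expressed genes.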

Other observations

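Tests on neurons alone, on gene families, on neighbours of like level and on other splits of the arrays, and the tests by name families and by the wing disc mode of rising genes, and the counts of larger changes at high level and by Mock RNAi mean, were chosen after results had been seen. Symbols that open with the same letters were grouped into 56 families of at least 10 measured genes, and each was tested for an excess of higher or lower genes (Fisher's exact test, one-sided, 112 tests). The glutathione S-transferases of the epsilon class had 4 higher members of 13 measured where 0.42 were expected (*GstE3*, *GstE2*, *GstE1* and *GstE6*, adjusted p = 0.0451), and the methuselah-like receptors had 4 of 14 where 0.45 were expected (*mthl5*, *mthl9*, *mthl1* and *mthl4*, adjusted p = 0.0451). None of the other tests passed. *GstE1*, *GstE2* and *GstE3* lie side by side and resemble each other, so their probe sets are not independent measurements.

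Of the 200 rising genes in the lower mode in Mock RNAi, 88 lay in the upper mode in wing disc (44%, exact 95% interval 37 to 51.2), against 560 of 6217 genes of that mode that were not called (9%, 8.3 to 9.7, Fisher's exact test, two-sided, p = 6.12e-37, over genes). Rising genes are picked for probe sets that can give signal, whereas the uncalled genes include probe sets low in both sources. Part of this difference is therefore built in, and it does not show an effect particular to wing disc genes. Of the 19 rising Polycomb targets, 16 lay in the upper mode in wing disc, but of the 10 largest rises only *ltl* did.

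The rise of glia markers could come from other cells in the Ph RNAi samples or from a single array. The test set beforehand for nervous tissue counted against it only if the glia median exceeded that of mature neurons by more than 1, and it exceeded it by 0.964 (permutation p = 0.0009), so by that bound nervous tissue, above all tissue rich in glia, stays open. The permutation and the bootstrap intervals given here run over genes, which are not independent replicates, and do not measure the spread between samples. The test added afterwards took the 17 neuron markers in the lower mode in Mock RNAi, of which 0 reached the upper mode in Ph RNAi, and their median change of -0.009 (95% bootstrap interval -0.11 to 0.051) argues against tissue that brings its neurons. The 50 genes highest in wing disc among those in the lower mode in Mock RNAi had a median change of 0.059 (0.011 to 0.232) and 40 of them stayed in the lower mode, which argues against wing disc RNA, although 10 of the 50 were called higher. Without Mock RNAi replicate 1 the glia median was 0.92, so that array does not carry it, and a growing share of cells that were already glial was not tested.

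The excess of rising over falling genes may come from the lower limit of the array values, which hides falls. Among called genes with a mean level of at least 8, 104 rose and 94 fell, or 52.5% rising (exact 95% interval 45.3 to 59.6). An interval on both sides of 50% leaves this open for the called genes as a whole. At that level 89 rose and 55 fell at least 2-fold, and 25 rose and 6 fell at least 4-fold. By contrast, of the called genes with a Mock RNAi mean of at least 6, which had room to fall, 136 rose and 139 fell (49.5% rising). Over all called genes 64.1% rose with quantile normalization and 40.1% with median centring, which lowers every change alike.

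Rising genes lay next to each other in the genome more often than chance gives. Among 11890 measured genes placed in the Release 6 plus ISO1 MT annotation, 383 rising genes formed 30 neighbouring pairs, where 10000 shuffles gave a median of 12 and at most 27 (permutation p = 0.0001, the smallest they can give), and 187 falling genes formed 12 pairs where the median was 3 (p = 0.0003). Overlapping transcripts do not account for it, since 27 rising pairs were left without overlapping genes (permutation p = 0.0001), nor do families by name, with 22 pairs left (p = 0.0004), nor neighbours of like level, since a share of 0.0002 of shuffles within 20 classes of level reached the 27 pairs. Pairs include *disco* and *disco-r*, *nrv1* and *nrv2*, *Optix* and *CG14762*, and *E(spl)mbeta-HLH* and *E(spl)malpha-BFM*, chosen here after their values were seen. Of these examples, only *Optix* and *CG14762* are among the 22 pairs left without families by name. Shared control of neighbouring genes, on which Ph RNAi may act, is a hypothesis found and tested on the same data, and related genes without a common name were not tested.

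Of the 10 splits of the 6 BG3 arrays into 3 and 3, only 1, the real one, gave as many called genes. It gave 572 and the highest of the others gave 0. Every other split puts arrays of both treatments into each group, which widens the spread within groups and lowers the calls. The 0 is therefore not the count to be had without an effect. 10 splits are too few for a share under 0.05.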
